A study of Caenorhabditis elegans with 11 samples.

How the data were processed

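Gonads were dissected from day-one adult Caenorhabditis elegans of the wild-type strain N2 and of strain RB950, which carries the deletion allele ok837 of cup-4. The labels give 11 libraries: small RNA from 3 wild-type and 3 cup-4 samples, and mRNA from 2 wild-type samples (replicates 2 and 3) and 3 cup-4 samples. A wild-type mRNA library of replicate 1 was not analysed here. Per the labels, RNA was extracted with Trizol and chloroform, and New England Biolabs kits were used for small RNA libraries and for strand-preserving mRNA libraries. The replicate number equals the batch number that the labels give, so replicates with the same number share a batch.

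Both deposited tables hold raw counts of reads per gene, with no normalization, for 46904 gene rows under WormBase gene identifiers, and replicates were not pooled. Per the labels, the small RNA counts are of reads in antisense orientation to a gene. The names of the small RNA columns carry the letters TAP, which the labels do not explain. The aligner, the counting tool, the genome build, the annotation, any read-length filter and the use of strand in counting mRNA are not stated. Each table ends with 5 summary rows whose names are those that htseq-count writes. These rows held 44.0% to 49.1% of small RNA reads and 13.4% to 23.8% of mRNA reads, and were left out of library sizes and tests. The row for reads aligned to more than 1 place held 0 reads in the small RNA libraries and 5.54% to 13.0% of the mRNA reads. How reads shared between near-identical genes were assigned is therefore unknown, and values of the major sperm protein, histone, collagen and vitellogenin families are uncertain gene by gene. Because strand use is not stated for mRNA, overlapping and antisense genes are uncertain as well. Symbols came from a table of gene identifiers, which matched 44017 of the 46904. An identifier without a symbol is printed as such. No coordinates are given, because the files name no build. Which genes neighbour each other was taken from the RefSeq annotation of assembly WBcel235.

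Counts were tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit with robust estimation, glmQLFTest), TMM scaling, genes passing filterByExpr, and Benjamini-Hochberg adjustment with a threshold of 0.05. The model held genotype alone, and each assay was fitted by itself. Log2 fold changes are cup-4 over wild type, and standard errors (SE) are the absolute log2 fold change divided by the square root of the F statistic. CPM, the counts scaled to a common library total, were computed from the deposited counts with TMM-scaled library sizes. A gene with at most 3 counts in every library of a genotype has a lower bound computed against those 3 counts in place of a fitted fold change. The 11 gene lists, of germline and somatic tissues, were tested with camera (limma 3.58.1, inter-gene correlation 0.01), with fry and camera with an estimated correlation beside it, and were adjusted over the lists. The direction given for a list is the sign of its median. Comparisons of single values between genotypes used exact two-sided permutation tests, for which the smallest possible p is 0.1 in both assays. Intervals of shares are 95% Wilson intervals. They cover counting error only, since reads without molecular identifiers are not independent molecules.

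The groups, the comparisons and their tests, the lists, the alternatives other than those named as later, and the rule for naming genes were fixed before the data were examined. Further tests of explanations were added later, and the closing section names those chosen after the results were seen. The rule names, per assay and direction, the 4 genes with the largest absolute log2 fold change among those past the threshold, with a mean of at least 10 CPM and no overlap between genotypes. If no gene qualifies, it names the 3 genes of lowest p with a mean of at least 10 CPM. It adds cup-4, and at most 4 genes of the small RNA pathway list past the threshold adjusted over the lists alone. The alternatives were the replicate block, DESeq2 1.42.0, limma-voom, RLE size factors, total counts, TMM without the 50 most abundant genes, no filter, a mean count of at least 50, a threshold of 0.1, batches 2 and 3 only, and leaving out each replicate in turn. After seeing the data, 2 alternatives were chosen, the adjustment of mRNA p-values over the genes called in small RNA alone, and the replicate block in the comparison of the share of these genes with a low mRNA p.

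No pair of libraries agreed within sampling noise (chi-square per degree of freedom of at least 21.7), so each counted as 1 replicate. Pairing was taken from the batch in the labels. Deviations from the genotype means of same-batch small RNA libraries correlated at 0.08, 0.09 and 0.15 in batches 1, 2 and 3. In mRNA the 2 wild-type deviations mirror each other, so the values of -0.13 and 0.49 in batches 2 and 3 carry little information.

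The test was tried on simulated data, drawn from the means, library sizes and dispersions of the real libraries. In these, 200 genes with a mean count of at least 50 were changed by a log2 fold change of 2 in either direction. In the 13336 simulated small RNA genes, edgeR recovered 97% of the changed genes with 20 false calls among 214. In the 12861 simulated mRNA genes it recovered 51.5% with 17 false calls among 120. The share of false calls was thus above the nominal 5% in both. DESeq2 made 59 false calls among 258 and 78 among 230, and edgeR with the replicate block 28 among 217 and 26 among 127. With no gene changed, edgeR made 0 calls in both assays, and DESeq2 made 28 and 38.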

Results

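The study compared dissected gonads of wild-type C. elegans with those of cup-4(ok837) mutants. The gene cup-4 encodes a protein that acts in coelomocytes, scavenger cells of the body cavity that take up material from the body fluid. The title of the series links failure of scavenger cells to RNA homeostasis and to inherited germline tumours, and the design asks how the small RNA and mRNA of the germline differ between the strains. Antisense small RNA was counted per gene in 3 wild-type and 3 cup-4 libraries, and mRNA in 2 wild-type and 3 cup-4 libraries. The gene counts of the small RNA libraries summed to 18632432, 39310540 and 25396271 in wild-type replicates 1, 2 and 3, and to 17037677, 14858199 and 22054138 in cup-4 replicates 1, 2 and 3. In mRNA they summed to 22339053 and 26089822 in wild-type replicates 2 and 3, and to 21290140, 29559542 and 24197429 in cup-4 replicates 1, 2 and 3.

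The mutated gene was examined first. The mRNA counts of cup-4 (WBGene00000845) were 117 and 85 in wild type and 23, 37 and 20 in the mutant. These correspond to 4.02 ± 0.82 CPM (SD, n = 2) and 1.08 ± 0.19 CPM (SD, n = 3), with no overlap between genotypes and a direction that fits the labels. The log2 fold change was -1.90 (SE 0.46), and its adjusted p of 0.148 in edgeR's quasi-likelihood test did not pass the threshold. In DESeq2 the gene passed, with an adjusted p of 0.00695, whereas the adjusted p under the other alternatives ranged from 0.109 to 0.317. Antisense small RNA counts of cup-4 were 1, 3 and 5 in wild type and 0, 2 and 0 in the mutant, too few for a test or a fold change.

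Library composition was compared next. The 10 most abundant genes held 12.8% ± 5.57 (SD, n = 3) of antisense small RNA counts in wild type and 11.9% ± 1.68 (SD, n = 3) in cup-4, a difference within the replicate spread (exact two-sided permutation test, p = 1). In mRNA these shares were 16.6% ± 0.393 (SD, n = 2) and 15.1% ± 4.42 (SD, n = 3), with an exact permutation p of 0.7. Depth did not differ beyond the spread either, with an exact permutation p of 0.2 in small RNA and 0.9 in mRNA. Neither design can give an exact p below 0.1.

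To ask which genes differ in antisense small RNA, 13336 genes were tested. In edgeR's quasi-likelihood test 149 genes had an adjusted p under 0.05, of which 69.8% were higher and 45 lower in cup-4, and 3038 genes had an unadjusted p under 0.05. Of the called genes, 74 had an absolute log2 fold change above 1. The count was largest without a filter on low counts, at 904 higher and 747 lower. It also rested on single libraries: without cup-4 replicate 2 there were 5 higher and 8 lower, of which 12 were among the 149. With the replicate block, which compares libraries within batches, 189 genes were higher and 74 lower, and 124 of the 149 remained. Each batch holds 1 library per genotype, too few for a test within a batch. Scaling by total counts gave 185 higher and 34 lower, so that 84.5% of calls were higher in place of 69.8%, and moved the median log2 fold change of all tested genes from 0.0065 to 0.12.

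**Figure D1:**
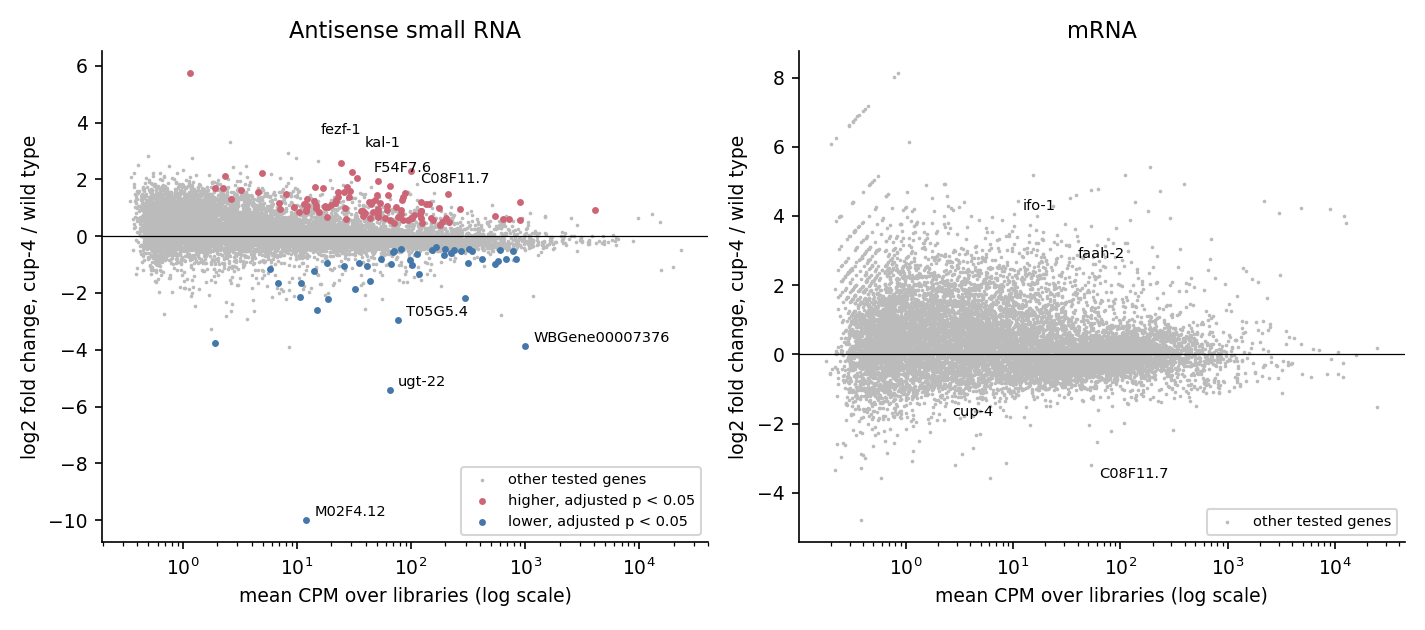
Log2 fold change (cup-4 over wild type, vertical axis) against mean CPM over all libraries (horizontal axis, log scale) for each gene tested in antisense small RNA (left) and mRNA (right), with red points higher and blue points lower at an adjusted p under 0.05. The left panel holds 149 coloured points, 45 of them blue, and the right panel has 0; the value of M02F4.12 is a fitted one from near-empty cup-4 libraries and is no bound.

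Among genes with higher antisense small RNA, fezf-1 (WBGene00012639) rose from 6.96 ± 1.16 to 41.8 ± 9.60 CPM (SD, n = 3 each), a log2 fold change of 2.58 (SE 0.20, edgeR adjusted p 0.00442). C08F11.7 (WBGene00007454) rose from 33.9 ± 5.87 to 167 ± 40.9 CPM, by 2.30 (SE 0.21, adjusted p 0.0116), but did not pass without cup-4 replicate 2 (adjusted p 0.0620, with 2.34e-74 to 0.0410 in its other alternatives). The increase of kal-1 (WBGene00002181) was 2.26 (SE 0.17, adjusted p 0.00423), from 10.5 ± 2.18 to 50.1 ± 5.21 CPM. That of F54F7.6 (WBGene00010066) was 2.05 (SE 0.27, adjusted p 0.0262), from 13.2 ± 4.31 to 54.2 ± 13.4 CPM. F54F7.6 did not pass with the replicate block (adjusted p 0.0759), nor without wild-type replicate 3 (0.0928), cup-4 replicate 2 (0.108) or cup-4 replicate 3 (0.0808), and the adjusted p of its other alternatives ranged from 1.33e-34 to 0.0487.

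Among genes with lower antisense small RNA, M02F4.12 (WBGene00202407) had counts of 812, 501 and 337 in wild type and 0, 1 and 0 in cup-4. It was at least 144-fold lower (edgeR adjusted p 0.0121), with a wild-type level of 23.9 ± 17.6 CPM (SD, n = 3). Wild-type replicate 1 carried much of this bound, since without it M02F4.12 was at least 83.1-fold lower, from a wild-type mean of 13.8 CPM. It did not pass in limma-voom (adjusted p 0.0646) or without any 1 of the 3 cup-4 replicates (0.0607 to 0.124), while its other alternatives gave 1.55e-10 to 0.0371. The antisense small RNA of ugt-22 (WBGene00007455) fell from 127 ± 12.0 to 3.01 ± 1.29 CPM, a log2 fold change of -5.42 (SE 0.27, adjusted p 0.000979). The gene WBGene00007376, which has no symbol, was the most abundant of these and fell from 1874 ± 22.6 to 128 ± 27.2 CPM, a log2 fold change of -3.87 (SE 0.17, adjusted p 0.000569). T05G5.4 (WBGene00011499) fell from 136 ± 15.4 to 17.5 ± 3.52 CPM, or -2.96 on the log2 scale (SE 0.17, adjusted p 0.000979). By the annotation of assembly WBcel235, C08F11.7 and ugt-22 lie within 3 tested genes of each other.

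To ask whether genes of particular tissues or processes shifted together, 11 lists were tested, and no gene is in more than 1 list. In antisense small RNA camera placed 8 lists past the threshold, the replicate block also gave 8, fry gave 4 and camera with an estimated correlation gave 0. Median log2 fold changes were higher for the sperm genes (0.88, 28 of 34 genes higher, adjusted p 6.4e-05), the major sperm protein family (1.03, 23 of 23, adjusted p 6.4e-05) and the intestine genes (1.03, 15 of 15, adjusted p 1.14e-06). Without wild-type replicate 2 the first 2 of these medians were 1.76 and 1.70, and without wild-type replicate 1 the sperm median was 0.53. With a mean count of at least 50 the sperm median was 0.072 and its call was lost (adjusted p 0.213, with 5.24e-11 to 0.366 over its alternatives). The summed CPM of the sperm list overlapped between genotypes. It was 321, 377 and 401 in wild-type replicates 1, 2 and 3, and 404, 420 and 330 in cup-4. The sperm median thus describes mostly genes of low abundance. Sums were low for the major sperm protein family, 18.4 to 50.9 CPM in wild type and 47.6 to 72.6 in cup-4. For the intestine list they were 33.9 to 54.3 and 70.7 to 109 CPM. Medians were lower for the meiosis genes (-0.16, 1 of 45 higher, adjusted p 1.11e-06), the small RNA pathway genes (-0.18, 10 of 57, adjusted p 7.56e-07) and the collagen family (-0.17, 11 of 35, adjusted p 0.00704). They were also lower for the replication genes (-0.11, 1 of 30 higher, adjusted p 0.000881) and the histone family (-0.098, 22 of 59, adjusted p 0.0372), but under total counts, where the median of all genes was 0.12, these 2 flipped to 0.00014 and 0.016. The collagen median was -0.27 without wild-type replicate 2 and -0.034, with the call lost, without cup-4 replicate 3. It was -0.082 without a filter, where the call was lost as well (adjusted p 0.111, with 0.000762 to 0.366 over its alternatives). The histone median was -0.16 without wild-type replicate 2 and -0.19 without cup-4 replicate 1, and its call was lost without wild-type replicate 1 (-0.10) or cup-4 replicate 3 (-0.049), and with a mean count of at least 50 (-0.082, adjusted p 0.171, with 0.00120 to 0.366 over its alternatives). The calls that held under fry were the replication, meiosis, small RNA pathway and intestine lists, each with an adjusted fry p of 0.0295. The oocyte genes (-0.048, adjusted p 0.170), muscle genes (0.12, adjusted p 0.566) and neuron genes (0.0028, adjusted p 0.550) were not past the threshold. The oocyte genes passed without a filter (-0.091, adjusted p 0.0298), without wild-type replicate 3 (-0.11, 0.00379) and without cup-4 replicate 1 (-0.11, 0.0459), and their adjusted p reached 0.800 in the other alternatives. The oocyte sign flipped under total counts (0.061), the neuron sign with RLE size factors (-0.011), and the muscle sign without cup-4 replicate 2 (-0.18). The oocyte median was -0.0057 without wild-type replicate 1 and the neuron median 0.17.

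Of the 356 list genes tested in antisense small RNA, 16 were past the threshold when adjusted over the list alone (all 11 lists together) and 6 when adjusted over all genes. The small RNA pathway genes among them were the P-granule helicase genes glh-4 and glh-1 and the Argonaute gene ppw-2. Antisense small RNA of glh-4 (WBGene00001601) fell from 925 ± 19.4 to 651 ± 23.4 CPM (SD, n = 3 each), a log2 fold change of -0.51 (SE 0.072, edgeR adjusted p over all genes 0.0276). That of glh-1 (WBGene00001598) fell from 403 ± 38.9 to 279 ± 4.65 CPM, or -0.53 on the log2 scale (SE 0.090, adjusted p 0.0479). That of ppw-2 (WBGene00004094) fell from 588 ± 38.4 to 428 ± 19.8 CPM, or -0.46 on the log2 scale (SE 0.083), with an adjusted p over all genes of 0.0550, and ppw-2 passed in DESeq2 (1.01e-05), limma-voom (0.0467), with RLE size factors (0.0488), without a filter (6.5e-05) and without wild-type replicate 1 (0.0360). In its other alternatives ppw-2 had an adjusted p of up to 0.232. The calls were close to the threshold: under total counts the adjusted p was 0.114 for glh-4 and 0.130 for glh-1, and with the replicate block that of glh-1 was 0.0514. Neither passed without any 1 of the cup-4 replicates, where the adjusted p was 0.0912 to 0.146 for glh-4 and 0.136 to 0.217 for glh-1. Neither passed without wild-type replicate 3 (0.0986 and 0.143), and glh-1 did not pass without wild-type replicate 2 (0.0558) or with a mean count of at least 50 (0.0606). The lowest adjusted p among the alternatives was 1.82e-10 for glh-4, in DESeq2.

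To ask which genes differ in mRNA, 12861 genes were tested. In edgeR's quasi-likelihood test 0 genes had an adjusted p under 0.05, the smallest being 0.122, while 2209 had an unadjusted p under 0.05, of which 1392 were higher in cup-4. This excess of higher genes was not kept without cup-4 replicate 1, where 736 of 1559 were higher and the median log2 fold change of all genes was -0.027 in place of 0.16. With a mean count of at least 50, 969 of 1925 were higher and that median was 0.052. DESeq2 moved the count most, to 747 higher and 319 lower. With the replicate block 192 genes were higher and 7 lower. Restricting that fit to batches 2 and 3, the only ones with both genotypes, left 4 higher and 0 lower, although cup-4 replicate 1, alone in its batch, adds nothing to the genotype contrast of the blocked fit. The 3 genes of lowest p with a mean of at least 10 CPM, none past the threshold, were C08F11.7, ifo-1 and faah-2, each with an edgeR adjusted p of 0.122. C08F11.7 mRNA fell from 115 ± 16.7 CPM (SD, n = 2) to 12.4 ± 3.88 CPM (SD, n = 3), a log2 fold change of -3.21 (SE 0.30), and with the replicate block its adjusted p was 0.0180, in a range of 1.27e-16 to 0.294 over its alternatives. The mRNA of ifo-1 (WBGene00018350) rose from 0.975 ± 0.291 to 16.3 ± 5.46 CPM, by 4.06 (SE 0.45), and that of faah-2 (WBGene00015048) from 7.87 ± 0.495 to 50.2 ± 14.2 CPM, by 2.67 (SE 0.30). With the replicate block both had an adjusted p of 0.0153, and over the alternatives the range was 2.63e-14 to 0.294 for ifo-1 and 9.22e-13 to 0.294 for faah-2.

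The same lists were tested in mRNA, where camera placed 4 past the threshold, the replicate block 3, and fry and camera with an estimated correlation 0. The intestine genes had a median log2 fold change of 2.09 with 25 of 25 genes higher (adjusted p 4.23e-22), and the muscle genes one of 0.92 with 23 of 24 higher (adjusted p 1.52e-06). The histone family was lower, with a median of -0.63 and 7 of 38 genes higher (adjusted p 6.35e-07), as were the meiosis genes at -0.11 with 18 of 45 higher (adjusted p 0.0406), which turned to 0.024 with the replicate block and lost their call with a mean count of at least 50 (adjusted p 0.0896, with 0.00904 to 0.887 over the alternatives). Single wild-type libraries weighed on these values: without wild-type replicate 3 the muscle and meiosis medians were 0.47 and 0.10, without wild-type replicate 2 those of the muscle, histone and meiosis lists were 1.54, -0.21 and -0.27. Without cup-4 replicate 1 the muscle median was 0.59 and the meiosis call was lost (-0.084), and without cup-4 replicate 2 the meiosis median was -0.19. The summed mRNA of the intestine list was 7609 and 4980 CPM in wild-type replicates 2 and 3, and 154323, 30125 and 49382 CPM in cup-4 replicates 1, 2 and 3. The other 7 lists were not past the threshold. Their medians were 0.49 for sperm genes (adjusted p 0.473), 0.21 for the major sperm protein family (0.473), 0.75 for neuron genes (0.214), 0.45 for the collagen family (0.400), -0.10 for oocyte genes (0.162), -0.043 for replication genes (0.201) and 0.018 for small RNA pathway genes (0.543). Without wild-type replicate 2 the sperm, major sperm protein and collagen medians were 3.05, 3.18 and 1.84, and without wild-type replicate 3 they were -0.26, -0.78 and -0.21. Those of the replication and pathway lists were -0.21 and -0.25 without the first and 0.20 and 0.34 without the second. The neuron median was 0.22 without cup-4 replicate 1, and the oocyte median was -0.24 without wild-type replicate 2 and -0.0087 without wild-type replicate 3. Without cup-4 replicate 3 the oocyte list passed (-0.15, adjusted p 0.0326, with up to 0.887 over its alternatives). Of these 7, the sign of the major sperm protein family flipped under total counts and that of the pathway list under total counts and RLE size factors, but these scalings also lowered the median of all genes from 0.16 to 0.058 and 0.081, and both medians are near 0. Of the 408 list genes tested, 0 were past the threshold adjusted over the list alone or over all genes.

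**Figure D2:**
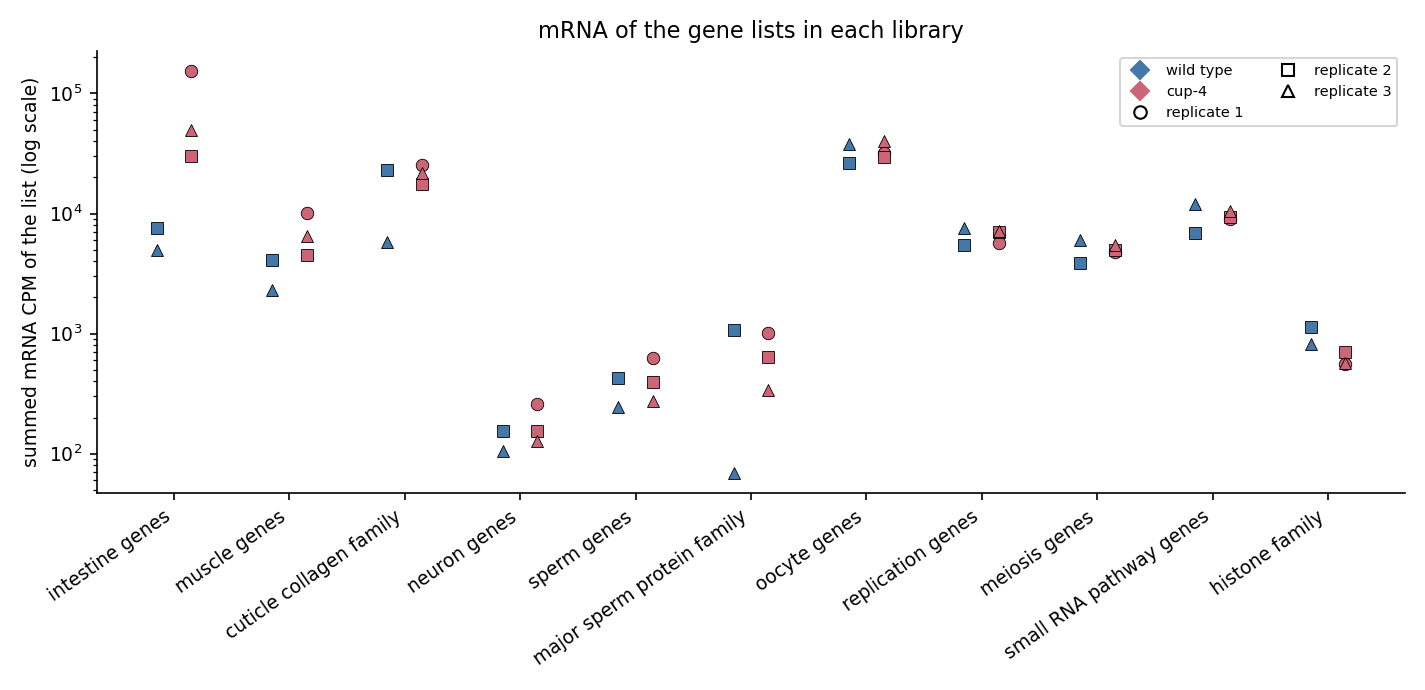
Summed mRNA CPM of all genes of each list (vertical axis, log scale) in every library, with wild type in blue and cup-4 in red and the replicate given by the symbol. For the intestine genes the 3 cup-4 libraries lie between 30125 and 154323 CPM, above the wild-type libraries at 7609 and 4980 CPM.

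To ask whether genes with changed antisense small RNA also changed in mRNA, the 10163 genes tested in both assays were compared. Across genes, which are not independent replicates, the log2 fold changes correlated with a Spearman rho of 0.33 and a Pearson r of 0.34. The correlation moved most with a mean of at least 10 CPM in both assays, to 0.050. It was 0.20 with the replicate block and 0.14 in batches 2 and 3 alone, and without mRNA wild-type replicate 3 or cup-4 replicate 1 it was 0.12 or 0.15. No gene was called in both assays, since 127 of the called small RNA genes and 0 mRNA genes were in the comparison. With the replicate block 8 genes were called in both (Fisher's exact test, two-sided p = 0.0116), and with DESeq2 90 (p = 0.592). The 91 genes with higher antisense small RNA had a median mRNA log2 fold change of 0.052 (camera p 0.260, fry p 0.761), and the 36 with lower antisense small RNA one of 0.017 (camera p 0.124, fry p 0.379), against 0.16 for all genes tested in mRNA. The genes were called anew in each small RNA fit, so a median under an alternative can be one of other genes. Both medians changed sign with the replicate block, where 207 genes were called in place of 127. They were then -0.015 and -0.023, and camera's p for the second was 0.0138, in a range of 0.00489 to 0.456 over its alternatives. Without mRNA cup-4 replicate 1 the medians were -0.17 and -0.072. Without small RNA cup-4 replicate 3 the second was -0.56, but at most 12 genes were then called lower. That value is the mRNA log2 fold change of T05G5.4 in the main fit, so the set of genes changed and not their mRNA.

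In a test chosen after the data were seen, the mRNA p-values of the 127 genes called in antisense small RNA were adjusted over these genes alone, and 9 passed in edgeR. In 5 of them mRNA and antisense small RNA moved in opposite directions: C08F11.7, gpx-4, WBGene00007376, WBGene00021055 and WBGene00014672. In the other 4, osgn-1, haf-6, unc-83 and ugt-23, they moved in the same direction. WBGene00007376 mRNA rose from 2.23 ± 0.182 CPM (SD, n = 2) to 10.3 ± 1.10 CPM (SD, n = 3), by 2.21 on the log2 scale (SE 0.33, adjusted p 0.0110 over the 127 genes and 0.122 over all). An unadjusted p under 0.05 was found in 21.3% of the 127 genes and in 16.9% of the other genes tested in both assays (Fisher's exact test, two-sided p = 0.191).

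**Figure D3:**
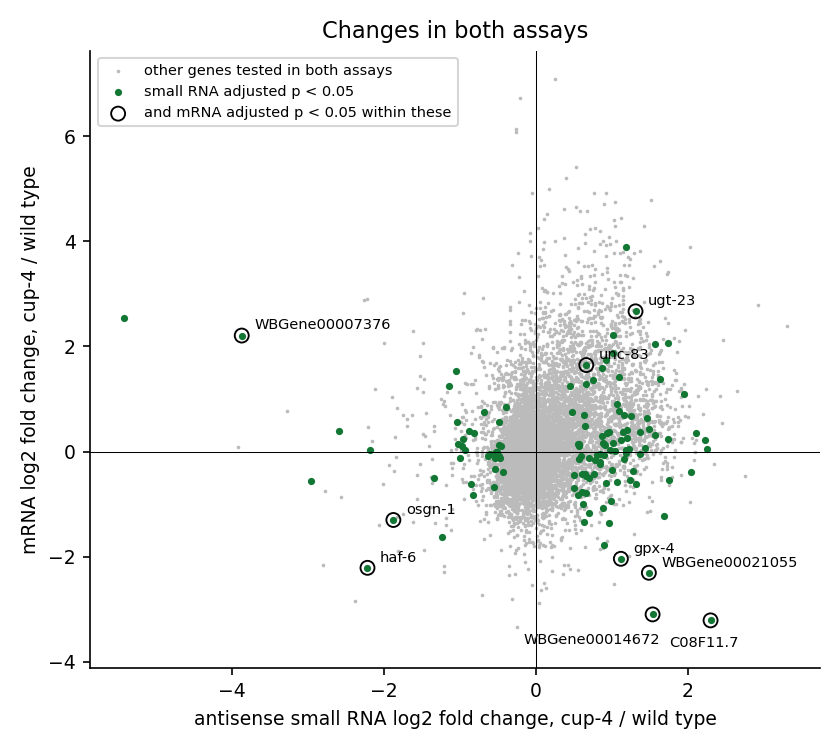
Log2 fold change in mRNA (vertical axis) against that in antisense small RNA (horizontal axis), cup-4 over wild type, for the 10163 genes tested in both assays. Green points are the 127 genes called in antisense small RNA, and circles mark the 9 of them that passed in mRNA when adjusted over these genes alone, 5 with opposite and 4 with the same direction.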

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

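The tests below were chosen after the shares had been seen. Reads that aligned but fell on no gene in antisense orientation lie outside the counts used for the comparisons. They made up 30.7% ± 2.68 (SD, n = 3) of small RNA reads in cup-4 and 26.4% ± 1.19 (SD, n = 3) in wild type. The shares were 32.7% (95% Wilson interval 32.69% to 32.73%), 31.7% (31.69% to 31.72%) and 27.6% (27.63% to 27.65%) in cup-4 replicates 1, 2 and 3, and at most 27.1% in the 3 wild-type libraries, so that each cup-4 library was above each wild-type one. What drew attention is this separation in data that the comparisons do not use. The exact two-sided permutation p was 0.1, the smallest that 3 against 3 libraries can give. The closest pair, cup-4 replicate 3 at 27.6% and wild-type replicate 2 at 27.1% (27.10% to 27.12%), differed by 0.533 percentage points, less than the SD of either genotype. That pair crosses batches, and batch 3 had the lowest share in both genotypes. Within batches the gaps were wider. Batch 1 had 32.7% in cup-4 against 27.01% in wild type, and batch 2 had 31.7% against 27.11%. In batch 3 cup-4 had 27.6% against a wild-type interval of 24.99% to 25.02%. No paired test was run on these shares. In mRNA the share of reads on no gene separated the genotypes in the opposite direction, with 1.04% ± 0.244 (SD, n = 3) in cup-4 and a difference from wild type of -1.06 percentage points. The share of mRNA reads not aligned separated them too, 8.41% ± 0.920 in wild type and 6.14% ± 0.479 in cup-4. Both had an exact permutation p of 0.1, the smallest possible, and with several shares compared such a p carries little weight.

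Library depth could raise or lower such a share. Wild-type replicates 1 and 2 differed 2.15-fold in reads and by 0.0930 percentage points in the share, so the share hardly moved with depth in this pair. Replicate 1 of both genotypes had nearly equal depth, 33623847 reads in wild type and 33483467 in cup-4, yet the share was 32.7% in cup-4 against an upper interval limit of 27.03% in wild type. Both pairs argue against depth as the whole cause, but pairs of single libraries exclude nothing, and depth stays open. Where these reads fell, whether on the sense strand of genes, on small RNA loci or between genes, is not known from the counts. A difference in the classes of small RNA between the genotypes therefore stays open and untested, as does a difference in RNA quality.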

How the results depend on the processing

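The cause was not tested for any change below unless one is given. For the 149 genes called in antisense small RNA, 69.8% of them higher, limma-voom gave 127 higher and 64 lower, and RLE size factors and TMM without the 50 most abundant genes gave counts within 1.5 times of the main ones. DESeq2 gave 592 higher and 666 lower, no filter 904 and 747, an adjusted p under 0.1 356 and 299 (a looser threshold), and batches 2 and 3 alone 242 and 161. Total counts gave 185 higher and 34 lower, and a mean count of at least 50 gave 159 higher and 47 lower. With the replicate block there were 189 higher and 74 lower. Across the 6 fits that each left out one replicate, the counts ranged from 5 to 354 higher and from 8 to 165 lower. Totals were 406 and 403 without wild-type replicate 1 or 2, 62 without wild-type replicate 3, and 69, 13 and 45 without cup-4 replicates 1, 2 and 3. In DESeq2 148 of the 149 were called, in batches 2 and 3 alone 127, and without cup-4 replicate 2 only 12. On simulated data DESeq2 made more false calls than edgeR, 59 against 20 in small RNA and 78 against 17 in mRNA. The replicate block also made more, 28 among 217 calls and 26 among 127, so its added calls are uncertain.

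For mRNA, edgeR's 0 calls became 747 higher and 319 lower in DESeq2, 254 and 59 without a filter, and 192 and 7 with the replicate block. Batches 2 and 3 with the replicate block gave 4 higher. The other alternatives, including the 3 fits that each left out a cup-4 replicate, gave 0 calls, with 1559 to 2209 genes at an unadjusted p under 0.05. Most of these were higher at the main setting, but not without cup-4 replicate 1 (736 of 1559). The simulated mRNA data of the same size gave 120 calls, but for planted log2 fold changes of 2 in genes with a mean count of at least 50. The size of the real changes is unknown, so the simulation cannot exclude sample number as the cause of 0 calls. Leaving out a wild-type mRNA replicate leaves 1 library, so that only fold changes were computed. The mRNA log2 fold change of cup-4 was -1.98 in DESeq2, which took it past the threshold, and kept its sign and side in the other alternatives. The antisense small RNA of cup-4 had too few counts for any alternative.

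Of the gene lists, 8 in small RNA and 4 in mRNA, fry left 4 and 0 and camera with an estimated correlation 0 and 0. Camera was not run on the DESeq2 fits. In small RNA under total counts, the histone median was 0.016, the replication median 0.00014 and the oocyte median 0.061, with the median of all genes at 0.12. The oocyte median was 0.0067 with a mean count of at least 50. The muscle median was -0.0016 without a filter, -0.22 with a mean count of at least 50 and -0.015 in batches 2 and 3, and camera gave this list the direction opposite to its median at the main setting. The neuron median was -0.011 with RLE size factors, -0.00091 with TMM without the 50 most abundant genes and -0.021 without a filter. In mRNA the replicate block turned the meiosis median to 0.024 and the replication median to 0.065. The major sperm protein median was -0.011 under total counts. The small RNA pathway median was -0.034 under both RLE size factors and total counts, -0.020 without a filter and -0.0030 with a mean count of at least 50.

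Leaving out one replicate at a time reversed some medians. In small RNA they ranged from -0.18 to 0.21 for muscle and from -0.059 to 0.17 for neuron genes. In mRNA they ranged from -0.21 to 1.84 for the collagen family, -0.78 to 3.18 for the major sperm protein family, -0.26 to 3.05 for sperm, -0.27 to 0.10 for meiosis, -0.21 to 0.20 for replication and -0.25 to 0.34 for small RNA pathway genes. Beyond these, 51 values of single genes and lists dropped out of the threshold, 19 came within it and 1 moved, the mRNA calls among genes with called small RNA, from 0 to 9.

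The correlation of both assays, 0.33, was 0.050 with a mean of at least 10 CPM, 0.20 with the replicate block, 0.14 in batches 2 and 3, and 0.12 to 0.43 across the 11 fits that each left out one replicate. The overlap of calls was 8 with the replicate block and 90 with DESeq2. The median mRNA change of genes with higher antisense small RNA became -0.015 with the replicate block, -0.051 under total counts and -0.21 in batches 2 and 3, and at an adjusted p under 0.1 it was 0.30 with a camera p of 0.0346. Leaving out one replicate gave -0.17 to 0.49. For genes with lower antisense small RNA it became -0.031 with a mean of at least 10 CPM, -0.023 with the replicate block, -0.058 under total counts, -0.20 in batches 2 and 3 and -0.049 at an adjusted p under 0.1. Leaving out one replicate gave -0.56 to 0.26 over 11 fits, and for the genes with higher small RNA 10 fits gave a value, since too few were called without cup-4 replicate 2. Each small RNA fit called its own genes, so these ranges reflect changed sets of genes as well as changed mRNA values. The differences in the share of the 10 most abundant genes kept their direction with the 50 most abundant, in designs too small to pass the threshold. In small RNA the direction rested on wild-type replicate 3, with 19.2% in the 10 most abundant genes. Wild-type replicates 1 and 2 had 9.41% and 9.70%, below cup-4 replicates 1, 2 and 3 at 13.6%, 11.9% and 10.3%. With the replicate block, F54F7.6 (adjusted p 0.0759) and glh-1 (0.0514) lost their call in small RNA, while C08F11.7 (0.0180), ifo-1 (0.0153) and faah-2 (0.0153) gained one in mRNA.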

Other observations

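The tests on neighbouring genes, on scaling, on the tissue lists, on abundance-matched lists, on vitellogenin, on the called small RNA genes and on ribosomal protein genes were chosen after the results were seen. The tests of the splits, of the genes around cup-4, of the correlation and of the share of intestine genes moving together were chosen before.

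Of the 10 splits of the 6 small RNA libraries into 3 and 3, 1 gave as many called genes as the real one, namely the real one with 149 calls. The others gave 0 or 1. With 10 splits the share cannot go below 0.1, so this cannot exclude a grouping by chance. The real split parts all 3 batch pairs, as do 3 of the others, which gave 0, 1 and 0 calls.

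The mutant strain may carry sequence changes besides the cup-4 deletion. If a few changed stretches of its genome produced the called small RNA genes as a set, called genes would lie together. Of the 149 called genes, 135 could be placed by the WBcel235 annotation, 11 of these had another called gene within 3 tested genes, and 124 had none. In 10000 random draws the median was 8 and the middle 95% reached up to 17 (p 0.283). Linkage to the deletion would place calls near cup-4, but 2 of the 200 nearest tested genes were called, against a mean of 2.22 in random draws (p 0.659). Neither therefore accounts for the set. Scattered changes in the strain background would not place called genes together, so neither test could detect them, and they stay open. Single clusters stay open as well. R10F2.4, R10F2.5 and linc-42 lie together, with log2 fold changes of -1.65, -1.65 and -2.14, and C08F11.7 and ugt-22 lie together and moved in opposite directions, 2.30 and -5.42. A structural change at either place was not tested.

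Fold changes in antisense small RNA fell with abundance, with medians of 0.42, 0.30, 0.017, -0.081 and -0.14 over 5 groups of genes from the least to the most abundant. This trend is a candidate explanation for list shifts. The 8 lists past the threshold were compared with 10000 random lists matched on abundance, and they are divided here by that outcome. The medians of 2 lists, the replication genes (-0.11) and the meiosis genes (-0.16), lay inside the middle 95% of matched lists, so the trend may suffice for them. The medians of the other 6 lay outside, namely sperm, major sperm protein, intestine, small RNA pathway, histone and collagen, so the trend alone does not account for these. Random lists carry no correlation within a list, however, so variation shared by the genes of a list stays open beside the trend. Of these 6, fry kept only the intestine and small RNA pathway calls, and camera with an estimated correlation kept 0. For the small RNA pathway the margin was narrow, -0.18 against a lower limit of -0.179.

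The correlation of both assays across genes might come from trends with abundance or from the gonad batches. Given the abundance in both assays, the partial rank correlation was 0.196, so average trends with abundance are not the whole of it. With a mean of at least 10 CPM in both assays, however, the correlation was 0.050. It thus rests largely on genes of low abundance in either assay, and a part due to low abundance stays open. Of the 4 combinations of genotype and batch that both assays share, the split by genotype gave 0.141, the split by batch, unrelated to genotype, gave 0.197, and the crossed one -0.015. Shared deviations of the batches could thus give a correlation as large as that of genotype in these libraries, and a part due to genotype stays open.

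Vitellogenin mRNA, made in the intestine, was abundant in the cup-4 gonad libraries. The 6 vitellogenin genes held 0.534% (95% Wilson interval 0.531% to 0.537%) and 0.374% (0.372% to 0.377%) of the gene counts in wild-type replicates 2 and 3, and 12.9% (12.91% to 12.94%), 2.50% (2.497% to 2.508%) and 4.23% (4.226% to 4.242%) in cup-4 replicates 1, 2 and 3. The highest was vit-2, at 1455 ± 122 CPM in wild type (SD, n = 2) and 20114 ± 18800 CPM in cup-4 (SD, n = 3), with a log2 fold change of 3.79 (SE 0.90, edgeR adjusted p 0.148). The list has 25 genes, of which 23 reached 1 CPM in wild-type gonads and 0 are in another list. Scaling does not account for the rise, since the lowest median under the 3 other scalings was 1.90. A lower share of germline raising all somatic tissues alike does not either, since the intestine genes rose by 1.51 more than the muscle, neuron and collagen genes (permutation p 1e-05, the smallest that 100000 resamples can give). That p permutes genes, which are not independent of each other, and does not measure the spread between libraries.

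Intestine tissue carried along in the dissections in differing amounts could raise these genes together. A limit of 90% of the genes moving one way between cup-4 replicates 1 and 2 had been set beforehand, and the share was 88%, so the limit was missed. Missing it was to count against this explanation. That reading was changed to an open one after the value was seen, because 22 of 25 genes lie too close to the limit. The other pairs gave 96% (cup-4 replicate 1 against 3), 40% (cup-4 replicate 3 against 2, in both directions) and 96% (wild-type replicate 2 against 3). A single amount of intestine of fixed make-up per library is argued against, because between cup-4 replicates 1 and 2 the vitellogenin genes differed by 2.07 more on the log2 scale than the other intestine genes (permutation p 0.00039). This p also permutes genes, here within a pair of single libraries. The vitellogenin genes are not independent of each other, so the p overstates the evidence. A higher vitellogenin level alone is not enough either, since the 19 other genes of the list were all higher in cup-4 and summed to 2914 and 1028 CPM in wild-type replicates 2 and 3, against 10730, 6678 and 5388 CPM in cup-4 replicates 1, 2 and 3. Carried intestine of varying make-up and expression of these genes in the gonad cannot be told apart with these 5 libraries, and a change in the mutant's intestine may add to the first.

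A hypothesis was that genes with changed antisense small RNA more often changed in mRNA. The shares with an unadjusted p under 0.05 were 21.3% and 16.9%, with a Fisher's exact p of 0.191. When both assays were fitted with the replicate block, the shares were 16.4% of 207 genes and 13.2% of the others (Fisher's exact p 0.179), but 8 genes were called in both assays (Fisher's exact p 0.0116). These tests differ, so whether the 9 genes that passed on the narrower adjustment exceed what the general mRNA changes give stays open. Under the replicate block 5 of them had an adjusted p under 0.05 over all genes, namely WBGene00007376 (0.0477), C08F11.7 (0.0180), gpx-4 (0.0282), haf-6 (0.0180) and ugt-23 (0.0153). In batches 2 and 3 alone that fit called 4 genes higher and 0 lower, so that C08F11.7 (0.0501), gpx-4 and haf-6, all lower in mRNA, lost their call. On simulated mRNA data 26 of the 127 calls of the replicate block were false.

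Ribosomal protein genes, a family chosen after its values were seen, had lower mRNA in cup-4. Of 77 genes 75 were lower, with a median log2 fold change of -0.93, and 74 had no overlap between genotypes. Chance gives 20% of genes without overlap, and 37.9% of all genes tested in mRNA had none. At an unadjusted p under 0.05 there were 65, and past the threshold 0 (fry p for the family 0.00928), while DESeq2 placed 57 and no filter 17 past it. Because its values led to the choice of the family, that fry p cannot test whether the family is lower. Scaling does not account for the lower values, as the highest median under the 3 other scalings was -0.93. Dilution of germline RNA by other tissues does not either, because the median of the family minus that of the germline lists was -0.87. The size of this difference rests on single wild-type libraries: the medians were -0.78 and -0.24 without wild-type replicate 2, and -1.13 and 0.20 without wild-type replicate 3, the family being the lower in both. A bias related to transcript length or RNA quality was not tested here, and a genotype effect stays open beside it. In antisense small RNA the family's median was -0.33, and -0.23 under total counts, where the median of all genes was 0.12.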
